A study of Caenorhabditis elegans with 2 samples. Its data were reported in "The nuclear hormone receptor NHR-86 controls anti-pathogen responses in C. elegans" (2019).

How the data were processed

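Chromatin immunoprecipitation with an antibody against GFP was followed by sequencing in whole animals of a C. elegans strain in which an integrated transgene carries nhr-86, its promoter and GFP. Per the study's methods, the animals were synchronized at the L4 stage, then exposed, and collected after the exposure. NHR-86 is a nuclear hormone receptor, a transcription factor class that can be regulated by small lipophilic ligands, and R24 is a small molecule that stimulates immune gene expression. Per the labels, animals were exposed overnight to 70 µM R24 or to the solvent, 1% DMSO. Each group held 1 library, so every value below describes these libraries and no test across replicates was made.

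Per the labels and the study's methods, the authors aligned reads to the ce10 genome with BWA MEM (0.7.15), processed them with Picard and SAMtools and called peaks with MACS2 (2.1), with the R24 library as treatment and the DMSO library as control. Per the file headers, the MACS run (version 2.1.1.20160309) kept 879943 tags of the R24 library and 2047658 tags of the DMSO library, allowed 1 tag per position, built a fragment model of 296 bp and applied a q cutoff of 0.05. The study's methods instead describe a run without a model and a threshold on p. The header also gives an effective genome size of 2.7 Gb, the human setting, where the worm setting of MACS is 90 Mb. The genome size sets the lowest background that can be assumed, which was 0.0965 tags per position with the human and 2.89 with the worm setting. The deeper DMSO library was scaled down to the R24 library by 0.430. The header numbers both libraries in a way the labels do not, and files of other libraries were not used here.

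The deposited peak list gives, for each peak, its position, the pileup (signal, the number of extended R24 tags over the summit), the fold enrichment (a ratio, pileup + 1 over the local control background + 1) and −log10 p and −log10 q of a Poisson test, all by the authors' run of MACS. The control background, lambda, was recovered from the pileup and the fold. With it the listed −log10 p came out again within 0.000322 for every peak, which checked what each column holds. Pileup intervals are exact Poisson intervals at 95% and cover counting error only.

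The authors' deposited gene table lists 189 genes, each with a value headed fold enrichment and a −log10 p and −log10 q, and gives neither positions nor the rule by which peaks were assigned to genes. The values that the authors headed fold enrichment were taken here as a score, since they mixed several quantities as deposited, and were not used as a fold. All 189 of these values were numbers of 5 decimals multiplied by 1.325 (tolerance 0.001 of the last decimal). Of 1000 factors tried, the next best fitted 42 values. After division, 125 values equalled the −log10 q of a peak, 17 equalled the fold of a peak, 24 had the 5 decimals of a peak's −log10 q with a different whole part, and 23 equalled none of these (tolerance 6e-06). Among copies of the values shifted by a random constant, 1000 in number, the highest count of equal values was 5. A gene was joined to a peak where the match was to 1 peak on the gene's chromosome and the joined genes lay in the order of their peaks. Of 124 genes with 1 matching peak and a known chromosome, 121 shared its chromosome, against a mean of 22.0 with permuted chromosomes (permutation p = 0.0001, the smallest the permutations can give). Of 149 genes joined in this way, 3 were out of order and were left out, leaving 146 genes joined to 146 peaks, 108 through −log10 q, 16 through the fold and 22 through the decimals alone. The join was worked out after the data were examined. The −log10 p of the table equalled no −log10 p of the peak list, and its −log10 q equalled no −log10 q of that list. The table's −log10 q was used only as a filter in an alternative.

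Current gene symbols and biotypes came from a RefSeq gene list of the assembly WBcel235, which held 182 of the 189 genes (96.3%). Because the peaks are in ce10 coordinates, that list was used for names, biotypes, chromosomes and gene order alone. Gene lists, named genes, tests and most alternatives were fixed before the data were examined. The study's own list of bound genes had been read by then, so no gene list was chosen independently of it. Named genes were nhr-86, irg-6, drd-50, irg-4, mul-1 and irg-5, the 10 peaks of highest fold, the 10 of highest −log10 q, up to 4 members of each gene list in order of −log10 q, and the largest cluster of peaks.

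For each of 20 gene lists, table genes were compared with all 46926 annotated genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the lists; 19983 protein-coding genes served as the alternative background. The fold of a list's peaks was compared with that of all other peaks by a permutation test of the difference in medians (100000 permutations, two-sided) for lists with at least 5 joined peaks. Peaks within 10 kb of another peak were counted and compared with 10000 random placements of the peaks between the first and last peak of each chromosome, one-sided. Correlations across peaks or genes are Pearson's r and Spearman's rho, with permutation p (100000 permutations) except for fold against −log10 q, which share their inputs; peaks of one list are not independent replicates. All annotated genes include 15363 piRNA genes, which enlarge the enrichments, so values against protein-coding genes are given beside each called list whose p is printed. Chromosome shares carry exact binomial (Clopper-Pearson) intervals at 95%; the planned test against chromosome length, the analysis of motifs and the assignment to the nearest gene were not run because no genome of this build was used here. The planned tests of yes or no columns were not run, since the gene table as used here holds none.

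Analyses used Python (3.11.15) with numpy (2.4.6), pandas (2.3.3) and scipy (1.17.1), and plots were made with matplotlib (3.10.9). Each procedure was tested on simulated data. Of 120 simulated genes made from a known peak, 113 were joined to that peak and 0 genes to a wrong one. Joins through decimals alone were not simulated, so these counts do not cover them. A list was called in 0.5% of 200 random gene tables, and the ugt list in 100% of tables with 5 ugt genes put in. The clustering test called 6% of random and 100% of planted lists, and the test of medians 2% of random sets of 5 peaks and 100% of sets with doubled fold. Alternatives were stricter peak sets, merged neighbours, other backgrounds, another background floor and subsets of the gene table.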

Results

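Binding of NHR-86::GFP in animals given R24 was measured against animals given the solvent DMSO, with 1 library in each group. No input library and no library of untagged animals was used here. Signal that did not come from the receptor was therefore not measured apart. The R24 library held 879943 tags and the DMSO library 2047658 tags, a 2.33-fold difference in depth that the authors scaled out. The question was where in the genome the tagged receptor was found more often with the small molecule than without it. All positions are in ce10, and every fold enrichment is the authors' value for a peak, R24 over DMSO. With 1 library per group no difference between conditions has a replicate check in these data.

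The R24 library had 220 peaks over the DMSO library, with a median fold of 3.896 (range 2.31 to 11.09). The highest fold lay at the peak of ugt-15, a UDP-glycosyltransferase gene (chromosome V, 12826192 to 12828039), where the fold was 11.09 with a pileup of 53 tags (exact Poisson 95% interval 39.7 to 69.3). The peak of the cytochrome P450 gene cyp-35A1 (V, 7361729 to 7362616) followed with a fold of 8.78 and 27 tags (17.8 to 39.3). Peaks joined to C29F7.3 (X, 13417266 to 13418822), the pseudogene F39E9.1 (II, 3318785 to 3319276), clec-174 (IV, 3941565 to 3942264), nipa-1 (III, 3116919 to 3117293) and the noncoding RNA gene F26F4.14 (III, 4899596 to 4900044) had folds of 8.08, 7.43, 7.35, 7.06 and 6.97. The other 3 of the 10 highest folds belonged to peaks that no gene of the authors' deposited table could be joined to, at V, 2683064 to 2684132 (fold 8.38), IV, 12435463 to 12437746 (7.93) and V, 13737034 to 13738499 (7.01). The median peak was 359 bp long and had a pileup of 23 tags over a control background of 5.16 tags, so counting error at a single peak was wide. With the background floor of the worm genome size the fold of the F39E9.1 peak fell to 4.37, the only peak that moved by over 1.5 times.

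**Figure D1:**
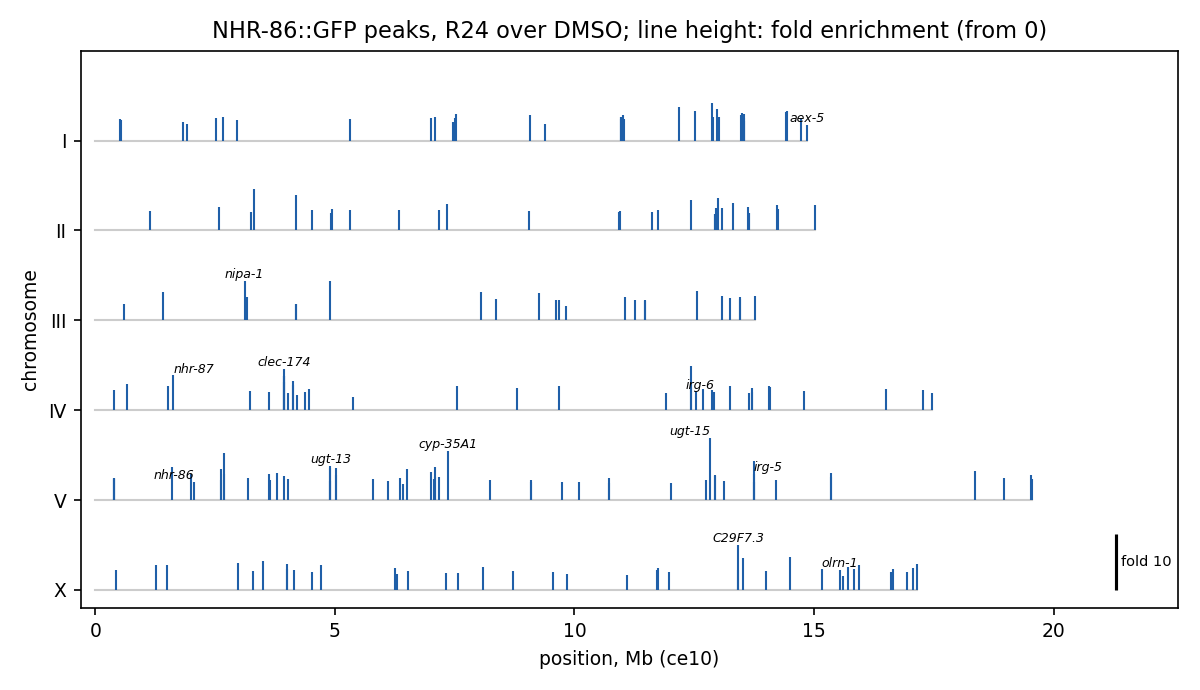
Positions of the 220 NHR-86::GFP peaks along the 6 chromosomes in Mb of ce10, with the height of each line giving the fold enrichment of R24 over DMSO against the scale bar of fold 10, and a selection of joined genes named. The tallest line is the ugt-15 peak on chromosome V at a fold of 11.09.

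Several of the peaks of highest −log10 q were not those of highest fold. The highest −log10 q, 131, was that of the olrn-1 peak (X, 15543095 to 15544642), where 565 tags stood over a background of 157 and the fold was 3.58. That pileup was 95.4% of the highest that 1 tag per position and strand allows, and the DMSO library stood at 61.8% of it, so this fold was measured close to saturation. The peak of aex-5, a proprotein convertase gene (I, 14855325 to 14856350), had a −log10 q of 36.1 and a fold of 2.77. The backgrounds at olrn-1 and aex-5 were the highest of all peaks, at 30.5 and 16.2 times the median. The nuclear hormone receptor gene nhr-87 (IV, 1624348 to 1625091) had a −log10 q of 25.4 and a fold of 6.18, and F59B1.2 (V, 3634531 to 3635076) had 20.97 and 4.55. Among the 10 highest −log10 q, 7 peaks were joined to a gene. Across the 220 peaks, Spearman's rho of fold and −log10 q was 0.655 and Pearson's r was 0.315. Both values are computed from the same pileup and background, so a relation between them is built in and no p is given. Without the 2 peaks farthest from the median fold, r was 0.255, and without the olrn-1 peak it was 0.659.

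The 5 immune effector genes that the study names as bound, irg-6, drd-50, irg-4, mul-1 and irg-5, were in the authors' deposited table. Since the study names them from its own binding data, their listing is no independent evidence. For drd-50, mul-1, irg-5 and irg-4 the study also reports quantitative PCR after immunoprecipitation, on independent biological replicates. Their promoter DNA was enriched with R24 but not with the solvent, and not in wild-type animals, which lack the tagged receptor. Those PCR measurements are not part of the data used here. irg-5 (F35E12.5), an infection response gene, was joined to a peak at V, 13739849 to 13740179, with a fold of 4.71 and 26 tags (16.98 to 38.1). irg-6 (C32H11.1) was joined to a peak at IV, 12913563 to 12914130, with a fold of 3.25 and 19 tags. drd-50 (F49F1.1), irg-4 (F08G5.6) and mul-1 (F49F1.6) were joined to no peak by their values, which does not tell whether a peak lay at them. mul-1 and drd-50 are close neighbours of F49F1.7 and F49F1.5, and the peak of F49F1.7 (IV, 4124258 to 4124673) had a fold of 4.51, with another peak at IV, 4123156 to 4123615 (fold 5.24). Of 8 annotated irg genes 3 were listed, against 0.0310 by chance (Fisher's exact test, adjusted p = 3.17e-05, and 0.000240 against protein-coding genes), and these are also among the effectors just named. C-type lectins, secreted or membrane proteins many of which respond to infection, had 2 listed genes of 264 (exact test, adjusted p = 0.341). Both, clec-174 (fold 7.35) and clec-72 (fold 5.00), were joined to the outer peaks of the largest cluster, 4 peaks between 3941565 and 3948476 on chromosome IV. Among other antimicrobial factors, lys-2 was the 1 listed gene of 71 (exact test, adjusted p = 0.341) and had no joined peak. None of the 6 genes of the p38 immune kinase pathway was listed (exact test, adjusted p = 1), but only 0.0233 were expected by chance, so this list could not show depletion.

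Among the lists of detoxification genes, ugt genes were over-represented. Of 67 ugt genes, whose products conjugate sugars to small molecules, 5 were listed, 19.2 times the number expected from all genes (Fisher's exact test, adjusted p = 4.4e-05) and 9.75 times that from protein-coding genes (adjusted p = 0.00108), and all 5 were joined to peaks, all on chromosome V. After ugt-15 the folds were 6.12 at ugt-13, 5.63 at ugt-67 (H23N18.4), 4.04 at ugt-41 and 3.32 at ugt-14. Their median fold of 5.63 exceeded the 3.89 of the other 215 peaks (permutation p = 0.0104), the only list with enough peaks for this test. ugt-67, ugt-14 and ugt-13 are neighbours and share 1 cluster of 3 peaks (V, 4900998 to 4908967). With each cluster counted once at its lowest fold, the difference in median fold was 0.226 in place of 1.74 (permutation p = 0.667), while at the median or highest fold of each cluster it was 1.74 and 2.22 (permutation p = 0.0247 and 0.0134). Without ugt-15 it was 0.940 (permutation p = 0.0717). Of 80 cytochrome P450 genes, oxidases of lipids and xenobiotics, 3 were listed (exact test, adjusted p = 0.0108, and 0.0480 against protein-coding genes): cyp-35A1, cyp-35B1 with a fold of 4.27, and cyp-35C1, which was joined to no peak. Of 44 glutathione S-transferase genes 2 were listed, gst-15 (fold 4.12) and gst-5 (fold 3.51), with an exact test's adjusted p of 0.0318 that rose to 0.0993 against protein-coding genes alone. mrp-3 (fold 4.42) was the 1 listed ABC transporter of 41 (adjusted p = 0.227). The peaks of ugt-15 and ugt-67 were joined through decimals alone. The same holds for C29F7.3, F26F4.14, olrn-1, aex-5, F59B1.2, nhr-87, nhr-86, nhr-21 and daf-22 among the genes named above or below.

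**Figure D2:**
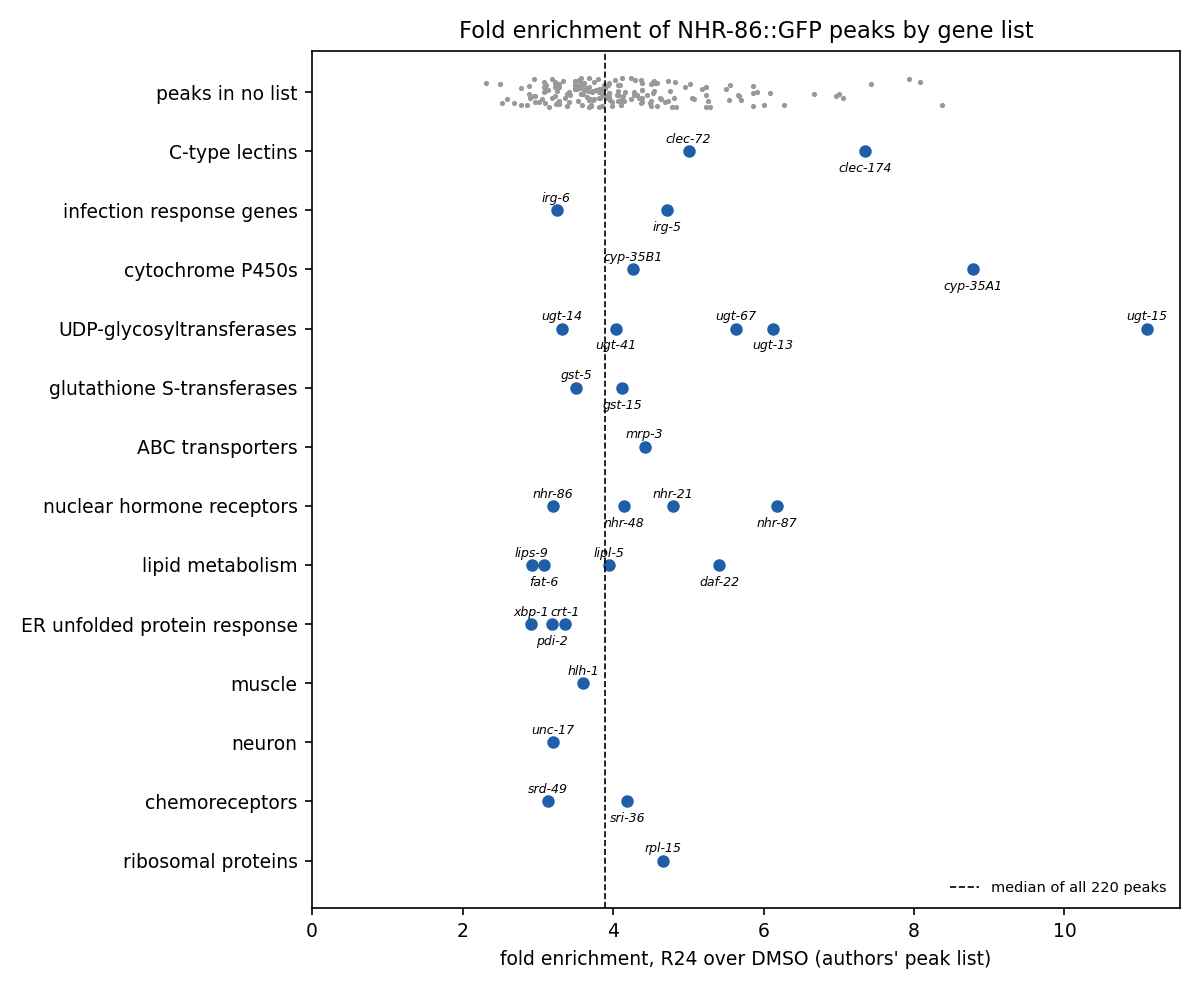
Fold enrichment of R24 over DMSO for each peak joined to a gene of a list (blue, named) and for all peaks in no list (grey, spread vertically at random), on a linear axis from 0. The dashed line is the median of all 220 peaks, 3.896, and the ugt peaks reach from 3.32 to 11.09.

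Nuclear hormone receptor genes were also over-represented, with 7 of 283 listed against 1.098 expected from all genes (Fisher's exact test, adjusted p = 0.000513) and 2.06 from protein-coding genes (adjusted p = 0.0184). Of these, nhr-87, nhr-86, nhr-21 and nhr-48 were joined to peaks, and nhr-107, nhr-178 and nhr-202 were not. At nhr-86 itself (V, 2066652 to 2067434) 133 tags (111 to 158) stood over a background of 40.8, which was 7.92 times the median of all peaks, a fold of 3.20. nhr-21 (II, 7337551 to 7337894) and nhr-48 (X, 15709495 to 15709815) had folds of 4.79 and 4.14. The strain carries nhr-86 as a transgene, so tags at this locus can come from either copy.

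Lipid metabolism genes numbered 4 of 98 (Fisher's exact test, adjusted p = 0.00198, and 0.0184 against protein-coding genes), with folds of 5.41 at daf-22, a peroxisomal thiolase gene, 3.94 at the lipase gene lipl-5, 3.08 at fat-6, a fatty acid desaturase gene, and 2.92 at lips-9. Of 18 genes of the unfolded protein response of the endoplasmic reticulum 3 were listed (exact test, adjusted p = 0.000224, and 0.00165 against protein-coding genes): crt-1 (calreticulin), pdi-2 (a protein disulfide isomerase) and the transcription factor gene xbp-1, with folds of 3.36, 3.19 and 2.91. All 3 lay below the median of all peaks. The xbp-1 peak (III, 4195079 to 4195396) lay beside a peak joined to the neighbouring gene asd-1 (fold 2.95).

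The lists of tissue markers and of other gene families held 0 to 2 listed genes each. Apart from the chemoreceptors, from 0.0465 (muscle) to 0.648 (epidermis) genes were expected per list from all genes, so these lists could not show depletion. The intestine list had 1 listed gene of 20, cpr-3, with no joined peak (exact test, adjusted p = 0.136). Muscle had 1 of 12, hlh-1 (fold 3.60, exact test, adjusted p = 0.101), and neurons had 1 of 16, unc-17 (fold 3.20, adjusted p = 0.121). Epidermis, germline and histone lists had 0 of 167, 47 and 72 genes (exact test, adjusted p = 1 for each), and ribosomal proteins had 1 of 81, rpl-15 (fold 4.67, adjusted p = 0.341). Of 1566 chemoreceptor genes 2 were listed, sri-36 and srd-49, with folds of 4.19 and 3.14. The adjusted p for that low number was 0.164 against all genes and 0.0184 against protein-coding genes, of which 9.59 were expected.

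In total 8 of the 20 lists had an adjusted p under 0.05, each with more listed genes than expected by chance. Of these, 2 are the irg lists, whose listed genes the study names as bound, so their call was set in advance. Among the other 18 lists 6 were called. These 18 lists were also written after the study's own list of bound genes had been read, so their calls are not independent of it. With only the 146 genes joined to a peak, tested against all annotated genes, 7 of these 8 were called. The adjusted p of the cytochrome P450 list rose to 0.0648 (Fisher's exact test). That of the glutathione S-transferases was 0.0278 and that of the nuclear hormone receptors 0.0345. Joined genes were not tested against protein-coding genes alone, so whether these calls hold there was not tested. With the 25 genes whose joined peak had a fold of at least 5, 1 of the 8 was called, the ugt list. A further set held only the genes whose value in the authors' deposited table held a −log10 q, in full or by decimals alone. In it 2 of the 8 were called, the lipid and unfolded protein response lists. Of the 149 genes with such a value 7 were in the immune and detoxification lists, against 12 of the other 40. This filter thus itself removes most of those genes.

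**Figure D3:**
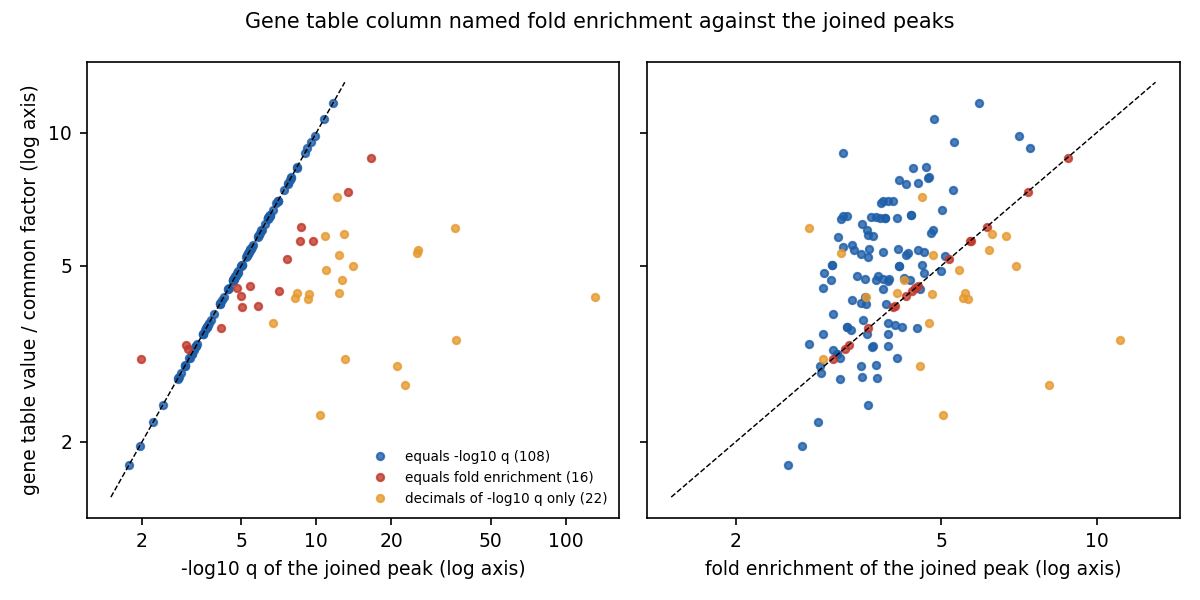
Value headed fold enrichment in the authors' deposited table, divided by 1.325, for the 146 joined genes against the −log10 q (left) and the fold enrichment (right) of the joined peak, all on log axes, with dashed lines of equality. The 108 blue points lie on the line of −log10 q, the 16 red points on the line of fold, and the 22 orange points share only decimals with −log10 q.

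Peaks lay close together more often than random placement gave. Of 220 peaks, 53 (24.1%) had another peak within 10 kb, against a mean of 4.76% in random placements (permutation p = 0.0001, the smallest the placements can give). Merging peaks less than 1 kb apart left 207, so some neighbours may be parts of a single enriched region. The random placements also took no account of gene density. The clusters included the lectin, ugt and irg-5 loci, with 3 peaks between 13737034 and 13743066 on chromosome V around irg-5 at folds of 3.26 to 7.01. Others held lipl-5 and ZK6.6 (V, 386034 to 389032) and the neighbours T16G1.7 and T16G1.6 (V, 12935105 to 12937488). Neighbouring peaks and genes are not independent. With genes of a list whose peaks lay under 10 kb apart counted as 1, the same 8 lists were called. Of these, only the ugt list had genes to merge, which left 3 in place of 5 (Fisher's exact test, adjusted p = 0.00679). For the other called lists this changed no gene count, so it does not test their dependence. With neighbouring genes of a list counted as 1, joined or not, the same 8 were called as well.

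Chromosome V held 55 peaks (25%, exact 95% interval 19.4% to 31.3%), X 40, IV 37, I 35, II 30 and III 23. The 182 matched genes of the authors' deposited table included 48 on V.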

Values the study reported

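The study reported 142 genes that R24 induced in a manner that needed nhr-86, and binding of NHR-86 at the promoters of 32 of them after R24. Of these 32 genes, 14 were also upregulated in infection with P. aeruginosa. The promoters of the remaining 110 genes were not bound. Many of the genes that R24 induced without a need for nhr-86 were cytochrome P450 genes. A motif of 15 bp was present at 66 sites of 101 input sequences and at 15 of the 32 bound genes. The nhr-86 transcript was 2.7-fold higher in the NHR-86::GFP strain than in wild-type animals.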

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

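Alternatives numbered 102, of which 11 can show nothing, because all 220 peaks passed q under 0.05 or because fold and −log10 q share their inputs. Of the other 91, 67 kept the direction and the side of the threshold, or a value close to it, and none was counted as changing direction. A called list left with 0 listed genes, below its expected number, could not be counted as such a change. The 91 also include the irg lists, whose call was set in advance, and merging by peak distance, which among called lists changed only the ugt count. They further include a filter on the q of the authors' deposited table, which equalled no q of a peak. The count of 67 is therefore no measure of stability. Alternatives with the worm genome size, with joined genes or genes grouped by their table value, with neighbouring genes or clusters counted once, with joined peaks only for comparison, without ugt-15 or the peak of highest pileup, without the irg lists and without piRNA genes were chosen after seeing the data. A fold of at least 5 left 38 peaks, 25 genes and 1 called list, the ugt list, with 3 genes. The adjusted p was then 1 for the irg effectors, irg genes, glutathione S-transferases and unfolded protein response. No gene of these lists remained, as their joined peaks had folds of at most 4.71 and genes without a joined peak were not in this set. It was 0.255 for cytochrome P450s and lipid metabolism and 0.562 for nuclear hormone receptors, with 1 gene left in each list. With the 149 genes whose q in the authors' deposited table was under 0.05 the irg genes reached 0.0607. Against protein-coding genes alone the glutathione S-transferases reached 0.0993, and the chemoreceptors, below expectation, 0.0184. With joined genes only, against all annotated genes, the cytochrome P450s reached 0.0648. With genes whose table value held a −log10 q, in full or by decimals alone, 2 lists were called, and the adjusted p was 0.0589 for the irg effectors and the ugt genes, 0.0684 for irg genes, 1 for cytochrome P450s, 0.0528 for glutathione S-transferases and 0.0549 for nuclear hormone receptors. The ugt genes left in this set, ugt-15 and ugt-67, matched by decimals alone. Over all alternatives the adjusted p of the ugt list ran from 4.5e-05 to 0.0589, that of lipid metabolism from 0.00106 to 0.255 and that of the unfolded protein response from 0.000195 to 1. The difference in median fold of the ugt peaks, 1.74, was 0.940 without ugt-15 and 0.226 with each cluster counted at its lowest fold (permutation p = 0.667), and in both it was no longer past the threshold; counted at the median or highest fold it was 1.74 and 2.22 and stayed past it. With joins by full values only, fewer than 5 ugt peaks remained and no test was made. At a tolerance of 1 in 1000, 130 genes were joined in place of 146. Not run, for want of a genome of this build or of such columns, were 6 alternatives on the nearest gene, the yes or no columns and the motifs. No paired analysis was possible because each group held 1 library. The median pileup of 23 tags limits what a single peak can show.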

Other observations

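All tests of explanations below were chosen after the results were seen. Protein-coding genes were 153 of the 182 matched genes of the authors' deposited table, or 84.1%, against 42.6% of all annotated genes and 63.3% of those without the 15363 piRNA genes, none of which was listed (Fisher's exact test, adjusted p = 3.72e-30 and 5.47e-09). Small nucleolar RNA genes were 5, or 2.75%, against 0.737% of all annotated genes (exact test, adjusted p = 0.0202) and 1.096% without piRNA genes (adjusted p = 0.0671), so this call did not hold without them. All 5 were joined to peaks, with folds of 3.52 to 4.51. Other noncoding RNA genes were 22, or 12.1%, against 16.5% of all annotated genes (exact test, adjusted p = 0.154) and 24.6% without piRNA genes (adjusted p = 0.000126), and the 16 with a joined peak had a median fold of 3.58.

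The values headed fold enrichment in the authors' deposited table did not form a single scale. That part of the column may hold −log10 q in place of a fold went with 125 values that equalled a peak's −log10 q after division by 1.325. Chance equality of such numbers is argued against by shifted copies, in which at most 5 values matched. A single upper limit on −log10 q is argued against as the reason for every reduced whole part. The lowest reduced value was 6.70, and 18 joined values above it were kept in full. The highest value kept in full was 11.69, so a limit above it for part of the reductions was not excluded. Of the 17 genes with a peak fold 7 (41.2%) were in the immune and detoxification lists, against 12 of the other 172 (6.98%; Fisher's exact test, adjusted p = 0.000701 over the 4 kinds of value), and of the 23 with an unmatched value 5 (21.7%; exact test, adjusted p = 0.0821); the origin of this stays open, and no biological explanation was tested.

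The ugt peaks had a higher median fold than the other peaks. The low background floor of the human genome size is argued against, as the difference was kept with the worm floor (permutation p = 0.00995). Without the ugt-15 peak the difference was 0.940 in place of 1.74 (permutation p = 0.0717), which decides nothing, since leaving out the highest of 5 peaks lowers the difference and the power of the test in any case. Neighbouring peaks counted as separate cannot be told apart from a difference of the group, because the permutation p was 0.667 with clusters counted at their lowest fold, 0.0247 at their median and 0.0134 at their highest. An effect of R24 on NHR-86 at these genes stays open and could not be tested without replicates.

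At nhr-86 the control background of 40.8 tags was 7.92 times the median of all peaks and ranked below only the olrn-1 and aex-5 peaks, at 30.5 and 16.2 times. Copies of nhr-86 in the transgenic strain and binding at this gene without R24 would both raise it, and neither was tested.

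Apart from the planned test, 6 other groupings of peaks were compared. The 14 peaks of the immune and detoxification lists pooled had a median fold of 4.57 against 3.86 (permutation p = 0.0153, adjusted p = 0.0918 over the 6 groupings). The lowest adjusted p of the other groupings was 0.216, for the immune lists alone.

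The −log10 p and −log10 q in the authors' deposited table had a Spearman's rho of -0.0457 across genes (permutation p = 0.532, adjusted p = 0.598 over 9 relations computed). For 4 genes, irg-6, cyp-35B1, nspa-9 and rsbp-1, that table gave a q below the p, which happened for 0 peaks of the peak list. Across the 146 joined genes its −log10 q and that of the peaks had a rho of -0.149 (permutation p = 0.0732, adjusted p = 0.110).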
